A study of Mus musculus with 2 samples. Its data were reported in "Robust hematopoietic specification requires the ubiquitous Sp1 and Sp3 transcription factors" (2019).

How the data were processed

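Kit-sorted cells from day 2 blast cultures of wild-type and *Sp1* mutant mouse embryonic stem cells were profiled with the Chromium Single Cell 3′ v2 system, with 4000 cells loaded per library and 1 library per genotype. The authors made the deposited files with Cell Ranger 2.1.1 on the mm10 mouse genome, and the deposited values are raw UMI counts per gene and cell barcode, without normalisation, after the Cell Ranger barcode filter. The annotation behind the gene names is not given in the sources used here. The files name genes by symbol, so chromosomes and positions were looked up by symbol in GENCODE M21 on GRCm38, the assembly also called mm10, which matched 5170 of 5359 expressed genes (96.5%). The design, gene lists, cell markers and a first set of alternative settings were fixed before the data were examined.

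Cells with at least 2000 detected genes were kept, the filter in the study's methods, which left out 22 wild-type and 38 mutant barcodes. Scrublet in scanpy 1.11.5, with an expected doublet share of 2.0%, called 16 wild-type (0.700%) and 9 mutant cells (0.334%) doublets. No doublets were removed in the main analysis, since the study names no removal, and results were recomputed without the called cells. Depth per cell is given with the results, and counts summed over a library or class set the precision of each value.

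With 1 library per genotype no test between genotypes was possible, and cells were not treated as replicates. Counts of each gene were summed over all kept cells of a library, or over the cells of a class, and divided by the summed total to give CPM. Exact Poisson intervals were computed for each CPM, exact conditional binomial intervals for each mutant over wild-type ratio, and exact Clopper-Pearson intervals for shares of cells, all at 95%. A ratio against 0 counts was set against a floor of 3 counts over the group. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots with matplotlib 3.10.9.

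The libraries were integrated by canonical correlation analysis and clustered in Seurat 5.3.0 under R 4.3.3, on log-normalised counts with 30 dimensions and a resolution of 0.5. Of 2000 variable genes asked for, 1915 remained after the markers used for naming were left out. A cluster was named from 9 fixed marker sets by the number of markers at least 1.5-fold higher in it than in the other cells, with at least 3 markers at 5 CPM or more and a pseudocount of 1 CPM, and only where its 10 leading genes did not hold more markers of another set. Clusters with the same name were joined into a class, and classes with at least 30 cells in each library were compared. For shares of cells with a gene, each cell was thinned to 9500 UMIs, the 5th percentile of kept cells in the shallower library rounded down, and 39 wild-type and 120 mutant cells below that were left out. Co-detection counted thinned cells with at least 2 UMIs of each marker set. Neighbour mixing used the 20 nearest neighbours in 30 principal components of each library alone, made with scikit-learn 1.9.0, over 20 draws of equal numbers of cells per library and class.

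The 18 gene lists covered erythroid, megakaryocyte and platelet, endothelial, early progenitor and myeloid, epithelial and mesenchymal, cardiac muscle, and macrophage, neutrophil and mast cell genes, hematopoietic transcription factors, the Sp and Klf family, pluripotency, S phase, G2 and M phase, glycolysis and hypoxia, stress and immediate early, imprinted and mitochondrially encoded genes, sex chromosome transcripts, and midkine, *Crip1* and genes of epithelial to mesenchymal transition. Members needed 5 CPM in 1 library. Each median log2 ratio was placed among those of 10000 random lists of the same size matched over 20 expression bins, and members at least 1.5-fold apart were counted. Several lists share members, and the study's own genes are in some of them, so the lists are not independent.

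Genes named in the text followed a rule. It takes *Sp1*, *Sp3* and the genes that the study's text discusses for these cells (*Mdk*, *Crip1*, *Klf2*, *Gata1*, *Cd34*, *Hba-x*, *Gp1bb*, *Tal1*, *Runx1*, *Spi1*, *Eng*, *Gfi1* and *Kit*). It adds the 12 highest and 12 lowest ratios over all kept cells among genes with 50 CPM in 1 library. From each class it takes the 6 highest and 6 lowest among genes with 100 CPM. From each list it takes up to 4 members with a ratio farthest from 1 and at least 20 CPM. The few genes outside the rule are marked in the text as chosen after their values were seen, which also holds for *Lyz2* and *Ddx3y*, the rest of lists with few members.

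Chromosome medians used genes with at least 20 CPM in 1 library. For groups of cells by chromosome, the UMIs of a chromosome's genes with 10 to 500 CPM and a log2 ratio within 1 were divided by the UMIs of chromosomes other than 8 and 11 and by the mean of the cell's cluster. A 2-component mixture gave each cell a probability, and cells between 0.1 and 0.9 were counted as near the boundary. Grouping cells by chromosome was chosen after the chromosome medians were seen.

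The steps were tested on simulated data. Counts in 2 simulated libraries with 2594 genes were drawn with the counting error that the intervals assume, without sampling of cells. The ratio intervals held the true ratio for 94.4% of the genes, and variation between cells was not part of this test. All of 61 genes set 1.5-fold apart came within 10% of that fold and 44.3% reached 1.5-fold, and at 2-fold and 3-fold 96.8% and 98.7% came within 10% and all reached 1.5-fold. Of 2394 genes set equal, 0% reached 1.5-fold. Of 200 random lists of 20 genes, 3.5% fell outside the percentiles 2.5 to 97.5, and all of 50 lists set 1.5-fold apart lay above them. Grouping simulated cells by chromosome placed 99.2% of 2695 cells correctly from 455 genes.

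The alternatives were every barcode, a filter of 3000 genes, scaling by the median of gene ratios or by TMM factors (edgeR 4.0.16), a total without globin, ribosomal and mitochondrial genes, the mean of cell CPM values, no called doublets, equal class shares, classes without integration, each library alone, resolutions of 0.3 and 1, 15 dimensions, naming markers kept, list members with 20 CPM, no thinning, 3 UMIs for co-detection and 10 neighbours. Alternatives without the top 5% of doublet scores, without the leading genes of each cluster, with only cells of the higher chromosome 8 group and without wild-type cells of the higher chromosome 11 group were chosen after seeing the data, as were the ratios within clusters 0 and 3, the joint detection by and within classes, the joined classes of cells clustered without integration and the share of erythroid-like and megakaryocytic-like cells together. Trajectories, which the study drew with Monocle, were not analysed here.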

Results

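Single-cell RNA profiles were collected from blast cultures of mouse embryonic stem cells at day 2, a stage at which mesoderm gives rise to hemogenic endothelium and the earliest blood progenitors. Cells were sorted for the surface receptor Kit and carried either wild-type *Sp1* or *Sp1* without its DNA-binding domain, called mutant here. *Sp1* encodes a widely expressed zinc finger transcription factor that binds GC-rich promoter elements. Each genotype was represented by 1 library, so there were no replicates, and the intervals given with CPM values, ratios and shares are 95% intervals for counting error only. The files held 2309 wild-type and 2733 mutant cell barcodes from 4000 cells loaded per library, and 2287 and 2695 remained with at least 2000 detected genes. The kept cells held 53536749 unique molecular identifiers (UMIs) in the wild type and 50268536 in the mutant, with a median of 21852 and 17241 UMIs per cell. Globin transcripts took 0.628% of the wild-type and 1.58% of the mutant UMIs.

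The first comparison asked which transcripts differed between the genotypes over all kept cells, as CPM, a gene's UMI counts scaled to a common library total. The tag count of *Sp1* itself (chromosome 15, 102406143 to 102436404, GRCm38) was 19.5 CPM (18.4 to 20.8) in the wild type and 3.56 CPM (3.06 to 4.12) in the mutant, 5.49-fold lower (4.68 to 6.47). It was lower in each class of cells, from 4.20-fold in erythroid-like to 6.36-fold in endothelial-like cells. A 3′ tag count reads the end of a transcript and does not show which exons are present, so it does not test the deletion. Whether the deletion changes the transcript end that tags read was not tested, so a lower count need not mean less *Sp1* RNA. *Sp3*, the close relative that binds the same elements, had 19.1 CPM in the wild type and 23.3 CPM in the mutant, a ratio of 1.22 (1.12 to 1.33). *Sp4*, a further family member, was 5.45-fold higher in the mutant, at 2.39 and 13 CPM, and was chosen after its values were seen.

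The genes that the study's text discusses for these libraries moved apart in both directions. *Crip1* (chromosome 12, 113146316 to 113153879), a small LIM domain protein, was 10.0-fold lower (9.40 to 10.7) in the mutant, at 218 and 21.8 CPM. *Mdk* (chromosome 2, 91929805 to 91932297), the secreted heparin-binding growth factor midkine, was 2.70-fold lower (2.62 to 2.78), at 305 and 113 CPM. *Klf2* (chromosome 8, 72319033 to 72321656), a transcription factor induced by blood flow in endothelium, was 2.28-fold lower (2.17 to 2.39), at 105 and 45.9 CPM, and lies on a chromosome whose genes were lower as a group. *Gp1bb* (chromosome 16, 18620317 to 18622403), a subunit of the platelet receptor for von Willebrand factor, was 4.18-fold higher (3.77 to 4.65), at 8.48 and 35.5 CPM. *Hba-x* (chromosome 11, 32276400 to 32278116), the embryonic zeta globin, was 2.05-fold higher (2.04 to 2.07), at 1637 and 3360.2 CPM. The myeloid regulator *Spi1* had a ratio of 1.84 (1.74 to 1.95), and the erythroid and megakaryocytic regulator *Gata1* a ratio of 1.31 (1.24 to 1.39). The blood transcription factor genes *Runx1* and *Tal1* had ratios of 1.22 and 0.755. *Cd34*, *Eng* and *Kit*, surface proteins of early blood and endothelial cells, had ratios of 0.916, 0.843 and 0.892. *Gfi1* was sparse, at 3.16 and 3.48 CPM, and a difference was not detectable at this depth (ratio 1.10, 0.888 to 1.37).

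**Figure D1:**
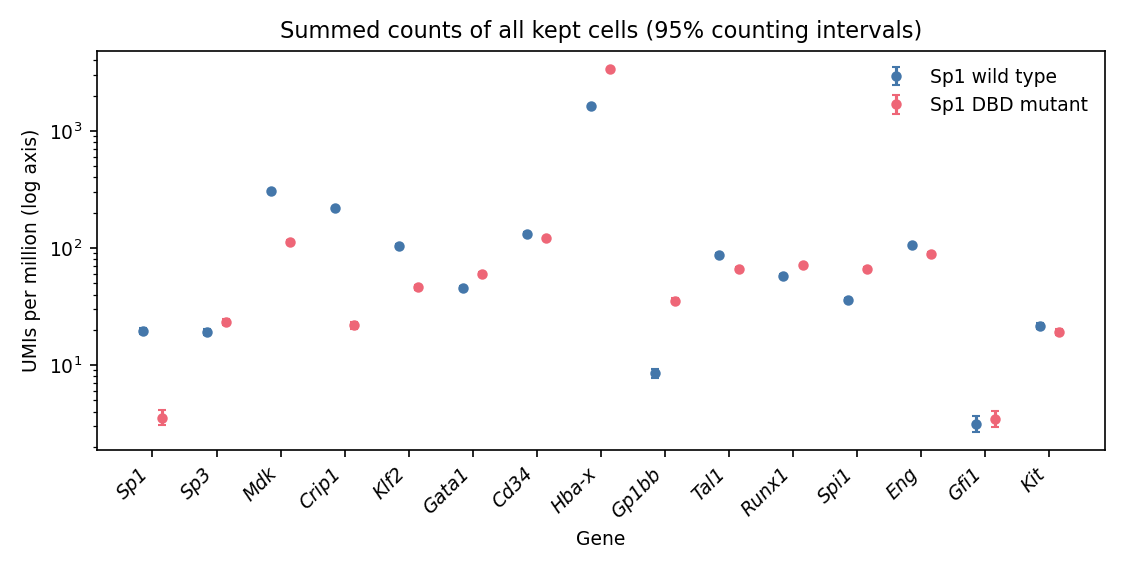
CPM of *Sp1*, *Sp3* and the genes discussed by the study, summed over all kept cells of each library, on a log axis with bars for the 95% counting interval. *Crip1* lies at 218 in the wild type and 21.8 in the mutant, and *Gp1bb* at 8.48 and 35.5.

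Among 2757 genes with at least 50 CPM in 1 library, the median size of the log2 ratio was 0.13 (0.13 to 0.14). Among the 12 lowest ratios after *Crip1*, the lysosomal protease gene *Ctsz* was 9.73-fold lower (8.59 to 11.1), and *Rbfa*, which matures the mitochondrial ribosome, was 9.11-fold lower. *Eci2* and *Hadh*, enzymes of fatty acid oxidation, were 8.90-fold and 4.12-fold lower. *Cyba*, the membrane subunit of the NADPH oxidase, was 3.93-fold lower and lies on chromosome 8 (122424776 to 122432930). Ratios of 0.257 to 0.337 followed for *Cd59a*, *Pyurf*, *Tspo*, *S100a6*, *Tpm2* and the endothelial connexin *Gja4*. The highest ratio belonged to the X-linked homeobox gene *Rhox5* (37804842 to 37808876), at 9.53 and 143 CPM, 15.1-fold higher (13.8 to 16.5). The next were the chemokine gene *Ccl9*, 8.40-fold higher, and the signalling adaptor genes *Tyrobp* and *Fcer1g*, 4.99-fold and 4.54-fold higher. The embryonic globin *Hbb-y* (chromosome 7, 103851749 to 103853216) was 4.52-fold higher (4.45 to 4.58), at 398 and 1797 CPM. *Hba-a1*, *Hba-a2* and *Hbb-bs* were 3.19-fold, 3.07-fold and 2.81-fold higher, where the 2 alpha globin copies are nearly identical and their separate values are uncertain. *Mllt3*, the imprinted genes *Meg3* and *Mest*, and the cyclin gene *Ccnd1* had ratios of 3.92, 3.15, 3.08 and 2.79.

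Fixed lists of genes showed which lineages these ratios covered. Erythroid genes were higher in the mutant as a group, with a median log2 ratio of 0.87 over 27 measured members, of which 16 were at least 1.5-fold higher and 0 lower, above all of 10000 random lists matched on expression. Genes of a lineage can move together with the mix of cells, unlike the unrelated genes of a random list. An extreme percentile alone therefore does not point to the genotype. Between 2 groups of mutant cells, given below, this list had percentile 0 and the endothelial list 100. Megakaryocyte and platelet genes had a median of 0.50 over 23 members, above all random lists. Here 11 were at least 1.5-fold higher and 1 lower, the highest being the platelet chemokine *Pf4* (chromosome 5, 90772435 to 90773383), at 5.98 and 47.1 CPM, 7.88-fold higher (7.01 to 8.88). The podoplanin receptor *Clec1b* was 5.02-fold higher and the platelet G protein gene *Gnaz* 2.65-fold higher. Early progenitor and myeloid genes had a median of 0.78 (−0.10 to 1.37) over 17 members, above all random lists, with 9 at least 1.5-fold higher and 0 lower. Among them *Cd52* was 4.69-fold and *Coro1a* 2.58-fold higher. The hematopoietic transcription factors as a list had a median of 0.14 (−0.15 to 0.29, percentile 98.7). Their member *Cebpb* was 1.91-fold higher and *Etv2*, which starts the blood and endothelial programme, 1.63-fold lower. Endothelial genes had a median of −0.11 (−0.25 to 0.16, percentile 0.40), with 4 members at least 1.5-fold higher and 4 lower. *Esam*, an adhesion protein of endothelial junctions, was 1.62-fold lower and *Cd93* 1.62-fold higher. Epithelial and mesenchymal genes had a median of −0.06 (percentile 8.26), with the collagen genes *Col1a1* and *Col1a2* 3.75-fold and 2.18-fold lower.

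Other lists showed smaller shifts or members in both directions. Glycolysis and hypoxia genes had a median of 0.24 over 23 members (percentile 99.99), with the mitophagy gene *Bnip3* 2.35-fold and *Pgam1* 1.48-fold higher. Cardiac muscle genes had a median of 0.53 over 7 members (−0.94 to 2.56, percentile 98.8), with the slow skeletal troponin gene *Tnni1* 1.59-fold higher. Imprinted genes had a median of 0.06 over 20 members (percentile 75.7) that hid opposite ratios, from *Nnat*, 18.5-fold lower (14.8 to 23.3), to *Plagl1*, 3.76-fold higher (3.38 to 4.19). The list of midkine, *Crip1* and genes of epithelial to mesenchymal transition had a median of 0.09 (percentile 87.5), although *S100a6* was 3.33-fold lower and *Cdh2*, N-cadherin, 1.99-fold higher. The Sp and Klf family had a median of −0.05 (percentile 12.9), with *Klf7* at 32.0 and 43.3 CPM. S phase genes had a median of 0.00 (percentile 38.8), and their member *Mcm5*, on chromosome 8, had a ratio of 0.726. G2 and M phase genes had a median of −0.06 (percentile 7.04), and *Ckap2*, also on chromosome 8, had a ratio of 0.639. Stress and immediate early genes had a median of 0.02 (percentile 50.3), with the stress factor *Ddit3* 2.32-fold higher and the small heat shock protein *Hspb1* 1.53-fold lower. Mitochondrially encoded genes had a median of 0.04 (percentile 80.2), with ratios from 0.805 for *ATP6* to 1.26 for *ND3* among members with at least 20 CPM, while the sparse *ND6* had 5.49 and 9.73 CPM, a ratio of 1.77 chosen after its values were seen. Pluripotency genes were measurable for 3 members only, with a median of −0.45 (percentile 1.14). The list of macrophage, neutrophil and mast cell genes had 1 measurable member over all cells, *Lyz2*, at 3.31 and 6.01 CPM. Of the sex chromosome transcripts, *Eif2s3y* had a ratio of 1.17 and *Ddx3y* of 0.601.

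**Figure D2:**
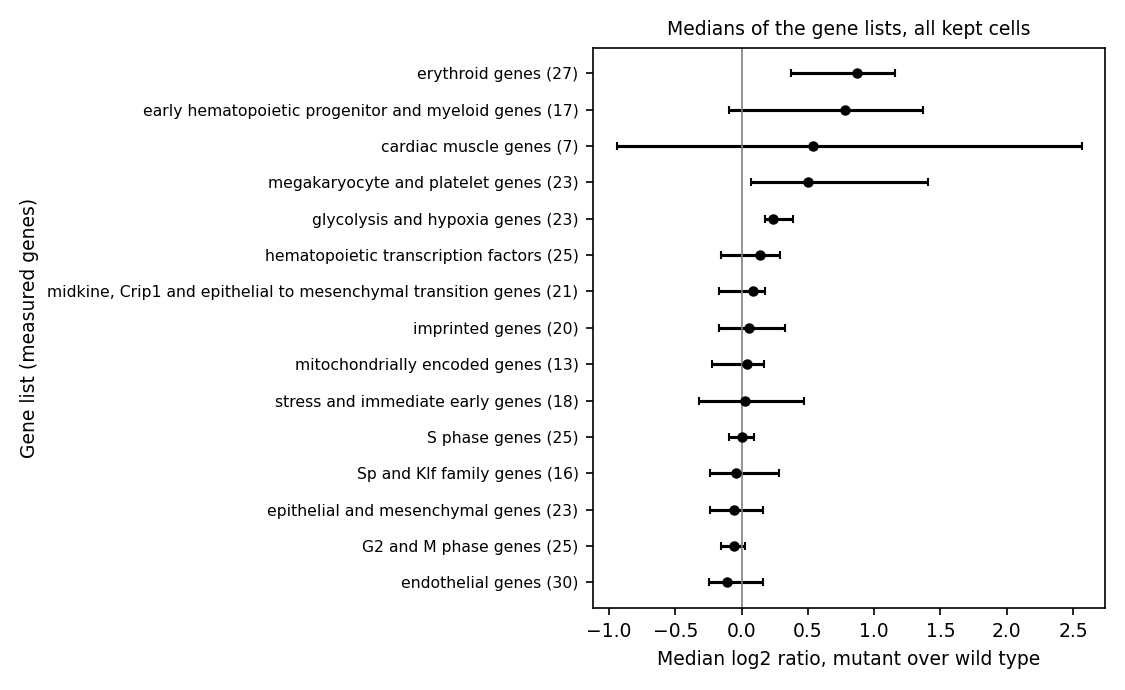
Median log2 ratio (mutant over wild type) in all kept cells of each fixed list with enough measured members for an interval, with bars for the 95% interval of the median over its members. Erythroid genes sit highest at 0.87, followed by early progenitor and myeloid genes at 0.78.

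The next comparison asked which cell types each Kit-sorted library held. Clustering of both libraries together gave 7 clusters, which fixed markers placed in 5 classes. Early progenitor-like cells (clusters 0 and 3) made up 36.7% (34.7 to 38.7) of the wild-type and 33.0% (31.2 to 34.8) of the mutant cells. Cluster 3 was led by immune genes, among them *Ccl9*, *Ccl3*, *Cd52*, *Tyrobp*, *Ccl6*, *Ccl5* and *Fcer1g* and held 9.58% of the wild-type and 14.2% of the mutant cells, while cluster 0 held 27.1% and 18.7%. Endothelial-like cells (clusters 1 and 4, the latter with 0 class markers among its 10 leading genes) made up 30.8% (28.9 to 32.7) and 28.3% (26.6 to 30). Megakaryocytic-like cells (cluster 2) made up 14.7% (13.3 to 16.3) and 16.3% (15 to 17.8), a ratio of 1.11 (0.959 to 1.28). Erythroid-like cells (cluster 6) made up 7.83% (6.76 to 9.0) and 11% (9.86 to 12.3), a ratio of 1.41 (1.17 to 1.70). Among cells with higher chromosome 8 counts in both libraries, a grouping given below, the erythroid-like ratio was 1.11. Cells with epithelial and mesenchymal markers (cluster 5) made up 9.97% (8.77 to 11.3) and 11.4% (10.2 to 12.7). The markers that named the classes were left out of the genes used for clustering, and with the leading genes of each cluster also left out the erythroid-like shares were 9.53% and 13.1%.

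How far the megakaryocytic-like cells of the genotypes matched depended on joining the libraries. Within cluster 2, 9 megakaryocytic and 9 erythroid markers were higher than elsewhere in the wild type, against 14 and 8 in the mutant. Clustered on its own, the wild-type library gave no megakaryocytic-like class, and the mutant library gave one of 344 cells, 12.8% of its cells. Without integration no cluster took that name, and a cluster with 22 wild-type and 740 mutant cells matched no class. Of these mutant cells, 427 were megakaryocytic-like and 294 erythroid-like in the joined clustering, while the erythroid-like class made without integration held 297 wild-type cells of the joined megakaryocytic-like and 171 of the joined erythroid-like class. The erythroid-like ratio was 0.819 with each library clustered on its own and 0.0230 without integration, but these compare unlike classes, since clustered alone the wild type had no megakaryocytic-like class, and without integration most mutant cells of both lineages lay in the cluster that matched no class. Erythroid-like and megakaryocytic-like cells together had a ratio of 1.21 (1.08 to 1.36) in the joined clustering and 1.42 (1.27 to 1.60) with each library on its own, but 0.0230 without integration, with 480 wild-type and 13 mutant cells, for the same reason.

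**Figure D3:**
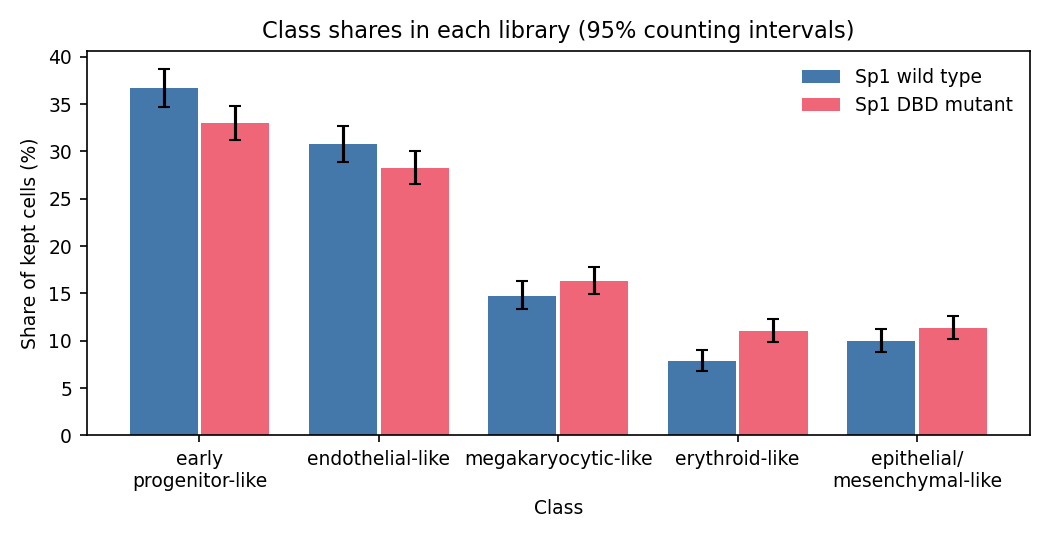
Share of kept cells in each named class per library (percent), with bars for the exact 95% interval. Erythroid-like cells made up 7.83% of the wild-type and 11% of the mutant cells.

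Detection of single genes was compared after thinning each cell to 9500 UMIs, which kept 2248 wild-type and 2575 mutant cells. *Crip1* was detected in 50.4% of the wild-type and 9.55% of the mutant cells (64.1% and 14.7% unthinned), and *Mdk* in 77.6% and 38.2% (90.2% and 48.1% unthinned). *Gp1bb* was found in 5.83% and 14.7% of the cells (9.18% and 18.6% unthinned), and in 29.6% and 61.1% of the megakaryocytic-like cells. The epithelial and mesenchymal class, which should lack this platelet gene, gave 0.889% and 0.669% after the same thinning (1.32% and 1.95% unthinned, at median depths of 27955.5 and 22695 UMIs). *Pf4* was detected in 3.47% and 7.88% of the cells, against 1.33% and 1.34% in that class. *Cd34* was detected in 46.2% and 34.2% (58.5% and 41.9% unthinned), against 5.33% and 5.35%, and *Spi1* in 17.0% and 22.4%, against 1.33% and 2.01%. *Hba-x* was detected in 41.0% and 51.1% (63.4% and 69.4% unthinned), against 29.3% and 40.1% in that class, so much of its detection lay at the level of that class. Whether free globin RNA or misplaced cells gave that level was not tested. *Klf2* was detected in 61.2% and 37.0% of the endothelial-like cells.

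Joint detection of 8 erythroid and 15 megakaryocytic markers, globins left out, was counted in thinned cells. At least 2 UMIs of both sets were found in 14.1% of the wild-type (318 cells) and 20.7% of the mutant cells (533 cells). Erythroid markers alone reached that level in 31.9% and 31.3%, and megakaryocytic markers in 34.9% and 44.4%. In epithelial and mesenchymal cells, which should lack both, the shares were 11.1% and 11% for erythroid and 7.56% and 4.35% for megakaryocytic markers, and 2.22% and 0.669% for both. Within megakaryocytic-like cells both were found in 58.8% and 83.8%, and within erythroid-like cells in 13.5% and 41.5%. The mutant share was the lower one in early progenitor-like cells, at 9.66% and 6.10%, and in endothelial-like cells, at 2.32% and 1.39%. The joint share was 1.27 times the product of the single shares in the wild type (1.15 to 1.41) and 1.49 times in the mutant (1.38 to 1.60) over all classes together. Against independent detection within each class it was 1.03 times (0.925 to 1.14) and 1.03 times (0.956 to 1.11). Erythroid markers reached that level in 100% of the erythroid-like and 92.1% and 94.3% of the megakaryocytic-like cells. Values there lay near 1 by construction, so this does not show where the excess lay. In early progenitor-like cells the values were 1.01 (0.806 to 1.24) and 1.23 (0.923 to 1.59). In endothelial-like cells they were 1.80 (1.03 to 2.90) and 2.29 (1.10 to 4.18). In an embedding of each library alone, a mean of 10.8% (9.51 to 12.1) of the 20 nearest neighbours of a wild-type cell and 9.03% (7.88 to 10.3) of those of a mutant cell belonged to another class, against 73.3% for random labels. These intervals treat the mean as a share of independent cells, although neighbourhoods overlap, so they are rough and do not measure its spread. The megakaryocytic-like class was mixed most, at 22.1% and 16.4%. The class labels came from the joined clustering, and clustered alone the wild type had no megakaryocytic-like class. The difference in mixing therefore does not show in which library the classes are set apart more sharply.

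Within classes, the comparison separated differences shared by all cell types from those of a single lineage. *Rhox5* had the highest ratio in each of the 5 classes, from 7.85-fold in epithelial and mesenchymal cells to 37.7-fold in megakaryocytic-like cells. *Mdk* was among the 6 lowest in 4 classes, and *Nme4*, a mitochondrial nucleotide kinase, and *Isyna1*, an inositol synthase on chromosome 8, in 3.

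Early progenitor-like cells joined clusters 0 and 3, and cluster 3 held 219 of the 839 wild-type and 384 of the 889 mutant cells, so ratios of its leading genes over the class partly follow that share. Over the class *Ccl9* had 21.4 and 198 CPM (9.27-fold higher), *Tyrobp* was 5.80-fold, *Cd52* 5.28-fold and *Fcer1g* 5.19-fold higher, and the actin-binding thymosin gene *Tmsb4x* was 3.74-fold higher. *Spi1* was 2.11-fold higher (1.99 to 2.24). Within cluster 3 alone *Ccl9* was 5.89-fold, *Tyrobp* 4.05-fold, *Fcer1g* 3.82-fold, *Cd52* 3.67-fold, *Tmsb4x* 2.94-fold and *Spi1* 1.54-fold higher. In cluster 0 *Tmsb4x* was 3.21-fold and *Spi1* 1.45-fold higher, and *Cd52* did not differ detectably (ratio 0.836, interval including 1). Over the class *Hadh* was 6.92-fold lower, *Mdk* 3.53-fold, *Isyna1* 2.81-fold, *Nme4* 2.51-fold, *Ddah2* 2.18-fold and *Aprt*, also on chromosome 8, 2.1-fold lower. The list of early progenitor and myeloid genes had a median log2 ratio of 1.08 (0.33 to 2.38) in this class. It was 0.76 (0.43 to 1.54) in cluster 3 and 0.40 (−0.21 to 1.03) in cluster 0. The macrophage, neutrophil and mast cell list had a median of 2.05 over 4 members in the class (percentile 99.8), all at least 1.5-fold higher, and 1.83 (−1.0 to 4.96) over 8 members in cluster 3, with 6 higher and 1 lower.

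Endothelial-like cells had lower *Emp3*, *Crip1* and *S100a6* in the mutant, by 13-fold, 11.9-fold and 5.72-fold. *Klf2* had 269 CPM (261 to 277) and 111 CPM (105 to 116), 2.43-fold lower (2.30 to 2.58), and *Gja4* was 2.87-fold lower. *Hadh* was 5.53-fold and *Mdk* 2.90-fold lower. *Ccnd1* was 3.76-fold, *Mest* 3.34-fold, *Tmsb4x* 3.17-fold and *Cd24a* 2.48-fold higher. *Nrgn* was 2.87-fold higher, or 1.83-fold in classes made without integration. The endothelial list itself had a median of −0.01 in these cells, with 4 members at least 1.5-fold higher and 4 lower.

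Mutant cells of the joined megakaryocytic-like class had far more platelet transcripts. Wild-type cells of this class had as many erythroid as megakaryocytic markers, 9 each, and formed no such class when clustered alone. The ratios here may therefore compare unlike cells in part. *Pf4* had 14.0 CPM (11.4 to 17.0) and 263 CPM (251 to 274), 18.8-fold higher (15.4 to 23.1), and *Gp1bb* 49.4 and 190.4 CPM, 3.85-fold higher. The cytokine receptor chain *Csf2rb* was 8.43-fold higher, and *Plek*, the platelet protein kinase C substrate pleckstrin, 4.24-fold higher. *Hba-a1* was 3.96-fold higher in the same cells. *Cd34* was 5.05-fold lower (3.02 to 8.91), at 12.1 and 2.39 CPM, *Mdk* 5.97-fold lower and the interferon-induced gene *Ifitm3* 3.03-fold lower. *Nme4*, *Isyna1*, the thymidine kinase *Tk1* and vimentin (*Vim*) were 3.01-fold, 2.53-fold, 2.23-fold and 2.14-fold lower. The megakaryocyte and platelet list had a median log2 ratio of 1.56 in this class, with 17 members at least 1.5-fold higher and 0 lower, and the erythroid list 0.75.

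Erythroid-like cells of the mutant held more embryonic globin, where the median log2 ratio of all genes with at least 100 CPM was −0.12. *Hbb-y* had 3585 and 15709 CPM, 4.38-fold higher (4.31 to 4.46), and *Hba-x* was 1.63-fold higher, at 16960.0 and 27729 CPM. *Mpst*, *Ncf4*, the acid phosphatase *Acp5* and *Spef1* were 4.06-fold, 4.03-fold, 3.75-fold and 3.74-fold higher. *Mdk* was 5.93-fold, *Isyna1* 3.63-fold, *Nme4* 3.55-fold, *Ifitm2* 3.01-fold and *Marcksl1* 2.55-fold lower, and the immunoproteasome gene *Psmb10*, on chromosome 8, was 2.58-fold lower. The erythroid list had a median of 0.81 in this class, with 18 members at least 1.5-fold higher and 1 lower, and the megakaryocyte and platelet list 0.77, with 11 higher and 0 lower.

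In epithelial and mesenchymal cells, *Nnat* was 23.6-fold (18.6 to 30.4), *Cyba* 22.3-fold (17.7 to 28.3) and *Crip1* 11.1-fold lower. *2200002D01Rik* was 5.29-fold, *Emp3* 4.69-fold and *Col1a1* 4.34-fold lower. The imprinted genes *Plagl1*, *Meg3* and *Mest* were 6.04-fold, 5.10-fold and 3.43-fold higher. The imprinted list had a median of 0.28 in this class (−0.14 to 0.67, percentile 99.98). *Hba-x* was 3.51-fold higher, or 1.64-fold in classes made without integration. *Hba-a1* was 4.74-fold higher, a ratio that turned to 0.959 in those classes. Of the 228 wild-type and 307 mutant cells, 225 and 301 kept the class without integration. These globin values thus depend on the few cells that changed class with the clustering.

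The design also asked whether the separately grown lines differed by chromosome. Over genes with at least 20 CPM, chromosome 8 had a median log2 ratio of −0.26 (95% interval over its 347 genes, −0.29 to −0.24), and 307 of them, 88.5% (84.6 to 91.6), lay below the median of all genes, 0.02. Chromosome 11 had −0.06 (−0.11 to −0.04) over 473 genes, and the other chromosomes lay between 0.02 and 0.08. The chromosome 8 median was lower in every class, from −0.20 in endothelial-like to −0.44 in erythroid-like cells. The median of all genes was 0.035 and −0.099 in these classes, so part of that range follows the baseline of the class.

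**Figure D4:**
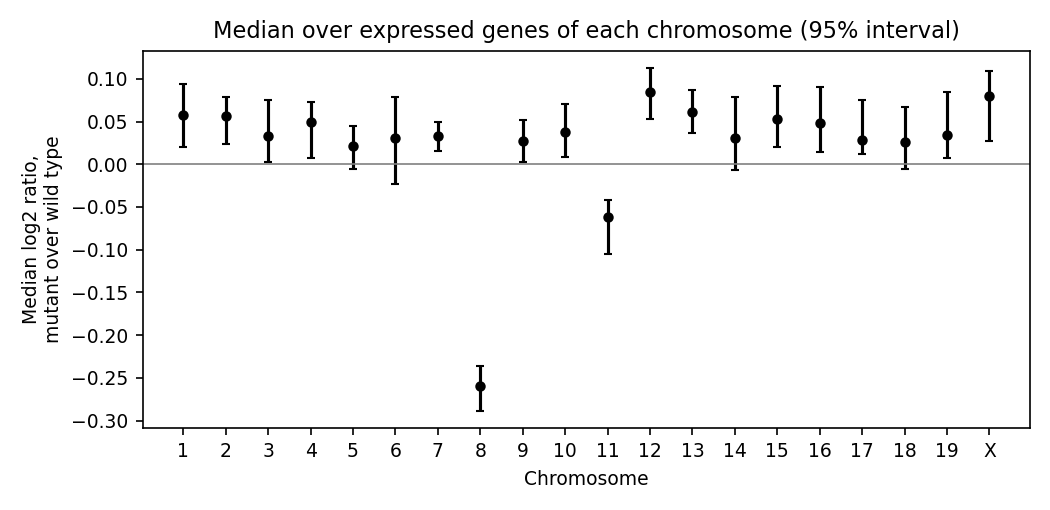
Median log2 ratio (mutant over wild type) of expressed genes per chromosome, with 95% intervals. Chromosome 8 lies at −0.26 and the chromosomes other than 8 and 11 between 0.02 and 0.08.

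Counts per cell split both libraries by chromosome, a grouping made after the medians were seen. By UMIs from chromosome 8, mutant cells split into a higher and a lower group 1.44-fold apart, with 1097 cells (40.7%, 38.8 to 42.6) in the higher group and 55 cells near the boundary. In the wild type 2199 cells (96.2%, 95.3 to 96.9) were in the higher group and 8 near the boundary. Within the mutant, higher cells had more *Klf2* (61.1 against 35.8 CPM) and less *Hbb-y* (932 against 2373 CPM), *Ccl9* and the imprinted RNA *H19* (4.18 against 28.3 CPM), the last chosen after its values were seen. *Klf2* itself lies on chromosome 8, and had 130 against 93.5 CPM within endothelial-like mutant cells. The higher group held 47.8% of the endothelial-like but 32.0% of the erythroid-like mutant cells, so class shares may enter these values. For chromosome 11, 449 wild-type cells (19.6%, 18.0 to 21.3) formed a higher group, with 21 near the boundary. They made up 31.1% of the wild-type cells of cluster 3 and 11.8% of those of cluster 5. Within the wild type they had more *Spi1* (65.3 against 29.1 CPM), *Mest* (1026 against 395 CPM) and *Ccl9* (25.3 against 3.70 CPM), and less of the smooth muscle actin gene *Acta2* (349.8 against 1351 CPM), chosen after its values were seen.

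**Figure D5:**
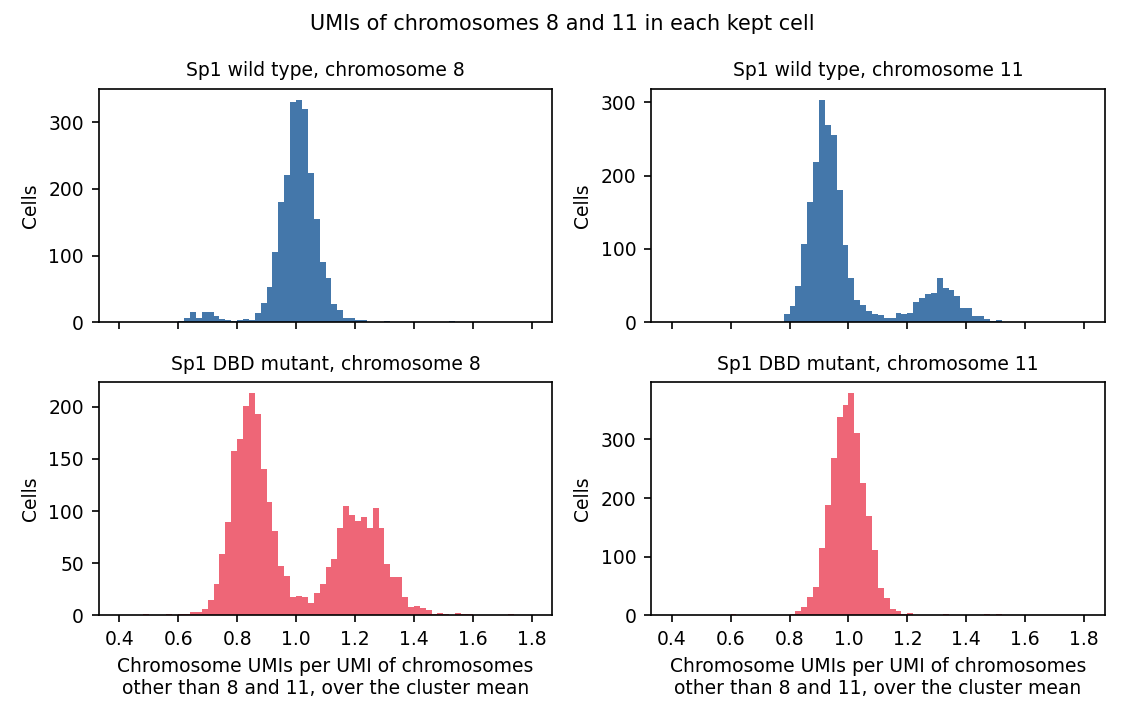
Number of cells by UMIs from chromosome 8 or 11 per UMI of the other chromosomes, divided by the mean of the cell's cluster in its library. The mutant has separate groups for chromosome 8, with 1097 of its cells in the higher one, and the wild type for chromosome 11, with 449.

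Setting mutant cells of the higher chromosome 8 group against wild-type cells of the higher group gave a chromosome 8 median of 0.01, and of the 38 named ratios only that of *Cd34* changed direction, from 0.916 to 1.01. *Sp1* had a ratio of 0.201, *Mdk* 0.293, *Crip1* 0.106 and *Klf2* 0.573. *Gp1bb* was 3.05-fold and *Pf4* 8.66-fold higher. Of the 38, ratios over 1.5-fold away from those in all cells were 2.51 for *Hbb-y*, 5.27 for *Ccl9*, 2.52 for *Mllt3* and 0.220 for *Tpm2*, and outside the 38 *Nnat* and *H19* were 30.4-fold and 11.3-fold lower and *Ddx3y* had a ratio of 0.294. The erythroid list had a median of 0.55, the megakaryocyte list 0.33 and the myeloid list 0.76. The endothelial list turned to 0.11, and the early progenitor-like, erythroid-like, megakaryocytic-like, endothelial-like and epithelial and mesenchymal shares had mutant over wild-type ratios of 0.949, 1.11, 0.987, 1.07 and 0.903. The erythroid-like ratio thus lay below its interval over all kept cells, 1.17 to 1.70.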

Values the study reported

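Over 2000 cells per library entered the study's single-cell comparisons.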

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

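For chromosome 8, the tests of an extra chromosome, of class shares and of an effect alike in all mutant cells were chosen only after the results they weigh were seen, as were, for the megakaryocyte genes and *Klf2*, the tests on cells of the higher chromosome 8 group. Genes at least 1.5-fold higher in 1 class and at least 1.5-fold lower in another stood out, although the difference between classes was not tested. *Bex4*, a small X-linked gene, was higher in megakaryocytic-like cells of the mutant (ratio 1.71, 1.60 to 1.83) and lower in early progenitor-like cells (0.538, 0.505 to 0.574) and in epithelial and mesenchymal cells (0.615, 0.577 to 0.655). *Apoe*, the lipid carrier apolipoprotein E, was higher in megakaryocytic-like cells (1.54) and lower in epithelial and mesenchymal cells (0.614). *Phlda1* was higher in erythroid-like cells (1.69) and lower in early progenitor-like cells (0.644).

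A globin signal was also present in the barcodes that the gene filter left out, which enter only the alternative with every barcode. Their median globin share was 0.0494% in the wild type (22 barcodes) and 0.891% in the mutant (38 barcodes), against 0.0208% and 0.0325% in kept cells. Globin took over 10% of the UMIs in 11 of the 38 left-out mutant barcodes and in 0 of the 22 wild-type ones.

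Chromosome 8 genes were lower in the mutant as a group. Different class shares are argued against by a median of −0.25 with equal shares. The share of genes below the overall median had a lower bound of 84.6%. The chromosome median counts each gene once, so this share restates it and does not test a few abundant genes. Mutant cells picked as high by the proximal part had a distal median of 0.0084 (−0.03 to 0.06), against −0.47 in the other mutant cells. This argues against an effect of the mutation alike in all mutant cells as the whole cause. Since the higher cells were picked for high counts, such an effect beside a difference between groups of mutant cells was not excluded. An extra chromosome 8 in most wild-type cells and in part of the mutant cells stays open as a candidate explanation, since mutant cells picked by the proximal part differed 1.52-fold in the distal part, where chromosomes other than 8 and 11 gave 0.970 to 1.11. A 3′ tag count does not count chromosomes, and when such a gain arose was not tested.

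Megakaryocyte and platelet genes were higher in the mutant. Free RNA is argued against by marker counts in epithelial and mesenchymal cells at 8.02% (6.89 to 9.29) of those over all mutant cells, and cells of the lower chromosome 8 group as the whole cause by summed markers in mutant cells of the higher group, 1.83 times the wild type with a lower bound of 1.76. More megakaryocytic cells and more platelet RNA per cell cannot be told apart. With equal class shares the list median was 0.54, but the joined class held wild-type cells with 9 megakaryocytic markers against 14 in the mutant, and clustered alone the wild type gave 0 such cells and the mutant 344, so holding that class fixed does not remove a difference in cell types. The *Sp1* genotype may contribute, as a hypothesis, and a difference between the separately grown lines or libraries, with 1 of each, stays open.

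*Klf2* was lower in mutant endothelial-like cells. A lower dose of chromosome 8 as the whole cause is argued against by a ratio of 0.478 (0.444 to 0.515) between endothelial-like cells of the higher chromosome 8 group of both libraries. Different shares of the clusters in this class are argued against by ratios of 0.390 in cluster 1 and 0.505 in cluster 4, with a highest upper bound of 0.577. These ratios hold the joined clusters fixed, so a difference in cell types within a cluster was not tested. Without integration 126 of the 704 wild-type and 255 of the 762 mutant endothelial-like cells were named early progenitor-like. Mutant cells of the lower group had a ratio of 0.344 to wild-type cells of the higher group, so the chromosome may add to the difference, and an effect of the *Sp1* genotype on *Klf2* stays a hypothesis beside other differences between the lines.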

How the results depend on the processing

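The alternatives that leave out the leading genes of clusters or the top 5% of doublet scores, or that group cells by chromosome 8 or 11, were chosen only after the results were seen. No paired analysis was possible because each genotype had 1 library. Of 858 recomputed values for 192 results under 25 settings, 672 stayed within the first interval, 185 moved outside it or had none, and 1 reversed, a word kept here for values first at least 1.5-fold apart that changed direction. Of values first closer than that, 10 changed direction among those that moved, all but *Cd34* and chromosomes 3 and 5 given below, and 11 within the first interval. The cause was not tested except where the construction of the alternative shows it.

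Of 342 recomputed ratios of named genes over all cells, 103 moved, 0 reversed and 4, given in the report, lay over 1.5-fold from the first value. These ratios were not recomputed without wild-type cells of the higher chromosome 11 group. Those cells had more *Ccl9* than the other wild-type cells, so its ratio may depend on them. Of 248 recomputed ratios within classes, 23 moved, 1 reversed and 3, all without integration, lay over 1.5-fold away. Scaling shifted all log2 ratios by −0.05 (median of gene ratios), −0.08 (TMM factors) or −0.02 (without globin, ribosomal and mitochondrial genes). The median size of the log2 ratio was then 0.142 with the median of gene ratios and 0.152 with TMM factors, and in erythroid-like cells it was 0.205 with scaling in the class.

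Without integration the endothelial-like share ratio was 0.743, the erythroid-like ratio 0.0230 and the median size of the log2 ratio in endothelial-like cells 0.165, and the epithelial and mesenchymal ratio of *Hba-a1* reversed to 0.959. With each library clustered alone the erythroid-like ratio was 0.819, where the wild type had no separate megakaryocytic-like class, and the ratio of both classes together was 1.42. No megakaryocytic-like share ratio could be given without integration, with each library alone or at a resolution of 0.3. With 15 dimensions that ratio was 0.985, within the first interval.

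With cells of the higher chromosome 8 group in both libraries, share ratios were 1.07 for endothelial-like, 1.11 for erythroid-like, 0.903 for epithelial and mesenchymal and, within the first interval, 0.987 for megakaryocytic-like cells. List medians were −0.32 for epithelial and mesenchymal, 0.071 for pluripotency and 0.16 for glycolysis genes. The chromosome 8 median was then 0.0084, which the choice of cells fixes, and that of chromosome 11 was −0.11. Without wild-type cells of the higher chromosome 11 group the chromosome 11 median was 0.034, which again follows from the choice of cells, and the pluripotency median −0.59. That list has few members, and its median was also −0.50 with the median of gene ratios and −0.37 with equal class shares.

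Without thinning, each of the 34 detection shares moved, as higher depth gives more detection, to 58.5% and 41.9% for *Cd34*, 63.4% and 69.4% for *Hba-x* and 9.18% and 18.6% for *Gp1bb* in the wild type and mutant. With at least 3 UMIs the mutant's joint share of erythroid and megakaryocytic markers was 1.78 times the product. Neighbour mixing stayed within its rough interval under each alternative run. Depth limits sparse genes such as *Gfi1*, and the lack of replicates leaves variation between cultures unmeasured.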

Other observations

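The comparisons between groups of cells by chromosome were chosen only after those groups were seen, and so were the genes named here. Mutant cells of the higher chromosome 8 group were set against the other mutant cells. The endothelial list had a median log2 ratio of 0.20 (percentile 100), the erythroid list −0.45, the megakaryocyte list −0.28 and the epithelial and mesenchymal list −0.28 (each percentile 0). They made up 47.8% of the endothelial-like, 43.3% of the early progenitor-like, 35.9% of the megakaryocytic-like, 32.0% of the erythroid-like and 30.9% of the epithelial and mesenchymal mutant cells. *Pf4* hardly differed between the groups, at 47.8 and 46.6 CPM, while *Gp1bb* had 25.2 and 42.3 CPM and the Y-linked helicase gene *Ddx3y* 4.23 and 11.8 CPM.

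Wild-type cells of the higher chromosome 11 group were set against the other wild-type cells in the same way. The early progenitor and myeloid list had a median log2 ratio of 0.80 (percentile 100) and the megakaryocyte list 0.60 (percentile 100). The erythroid list had 0.14 (percentile 99.99), the endothelial list 0.02 (percentile 95.4) and the epithelial and mesenchymal list −1.24 (percentile 0). The imprinted RNA *H19* had 165 against 19.9 CPM and *Dlk1*, a Notch-related ligand from an imprinted cluster, 22.3 against 85.0 CPM. Of 2287 wild-type cells, 414 were in the higher group for both chromosomes and 53 in the lower group for both. The higher chromosome 11 group was present in every class, at 19.3% of the early progenitor-like, 19.6% of the endothelial-like, 24.6% of the megakaryocytic-like, 21.8% of the erythroid-like and 11.8% of the epithelial and mesenchymal wild-type cells.

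Imprinted and cardiac genes held further large ratios between the libraries. *H19* had 47.9 CPM in the wild type and 18.6 CPM in the mutant. The wild-type value was raised by cells of the higher chromosome 11 group, and the other wild-type cells lay near the mutant value. Within the mutant it was 4.18 CPM in the higher and 28.3 CPM in the lower chromosome 8 group. *Rian*, from the same imprinted cluster as *Meg3*, had 4.89 CPM in the wild type and 14.5 CPM in the mutant. The atrial myosin light chain *Myl7* had 1.21 and 7.18 CPM, and the cardiac transcription factor *Nkx2-5* 10.1 and 5.23 CPM.

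*Hba-x* had 42.2 CPM in wild-type and 148 CPM in mutant epithelial and mesenchymal cells, a ratio of 3.51, or 1.64 in classes made without integration. The ratio of *Hba-a1* in these cells was 4.74 in the integrated classes and 0.959 in classes made without integration.

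The study's text describes an additional megakaryocytic cluster in the mutant. Here the joined clustering put 337 wild-type and 440 mutant cells in a megakaryocytic-like class, while clustering each library alone gave that class in the mutant only. Wild-type cells in it carried fewer platelet markers, at 9 markers higher than elsewhere against 14 in the mutant.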
